A study of Danio rerio with 9 samples. Its data were reported in "Vegfc/d-dependent regulation of the lymphatic vasculature during cardiac regeneration is influenced by injury context" (2019).

How the data were processed

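RNA was extracted from fresh zebrafish ventricles of 2 genotypes, and stranded poly(A) libraries were sequenced in pairs of reads. Each column of the deposited table holds 1 of 9 libraries, with no pooling: 5 from control ventricles (wild type for *vegfc* and *vegfd*) and 4 from mutant ventricles (homozygous for a hypomorphic *vegfc* allele and for a *vegfd* mutation). Libraries were grouped by their deposited titles and genotype labels.

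The authors trimmed the reads with Skewer, aligned them to the zebrafish GRCz11 assembly with STAR and counted reads on the annotated strand of Ensembl genes with featureCounts above a mapping quality limit. They then kept genes above a mean count per library. The deposited values are therefore raw counts per gene, with no normalization, for 16575 genes, and the smallest mean count of a row in the table was 10. Whether a read pair counted once or as single mates is not known here, so totals are given as counts and not as fragments. Genes under the authors' limit are not analysed here. Because alignments of low mapping quality were left out, near-identical gene copies lose counts, and a copy that differs from the assembly in one line of fish may lose counts in that line alone.

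Gene identifiers were paired with symbols from a table of gene names. A symbol was found for 15812 identifiers (95.4%), and 763 had none. Symbols in that table often follow human usage, so that 1897 identifiers share a symbol with another identifier; such genes are given with their identifier and their division of reads is uncertain. No genome sequence or annotation of the authors' assembly was used here, so positions, gene lengths and GC content are not given. Which genes neighbour each other was read from the order of rows in the table and from gene symbols in the annotation of the GRCz12tu assembly, whose coordinates are not used.

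Counts were scaled by the trimmed mean of M values (TMM) in edgeR 4.0.16 under R 4.3.3. Differences between genotypes were tested with edgeR's quasi-likelihood F test, two-sided, fitted in its legacy form (legacy=TRUE). P-values had Benjamini-Hochberg adjustment over all 16575 genes, with a threshold of 0.05 on the adjusted p-value. No further filter and no covariate was used, since the labels name no batch. Standard errors of log2 fold changes were taken as the size of the change over the square root of F. Expression is given as TMM-scaled CPM, the counts of a gene relative to the scaled total of its library. A gene whose libraries in 1 genotype all held 3 counts or fewer was treated as at the floor, and its fold is given as a lower bound.

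Separation of the genotypes was the mean correlation distance (1 minus Pearson's r of log2 of CPM plus a pseudocount of 1) between libraries of different genotype minus that within genotype, with a one-sided exact permutation test over all splits of the libraries into groups of 4 and 5. Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 8 sets. Members of the sets were written from general knowledge of zebrafish gene symbols, since the pathway collection used in the study is not used here. The tests, the gene sets, the rule for named genes and the alternatives were fixed before the data were examined, unless a choice is described as made later. Genes are named by a rule: *vegfc*, *vegfd*, *nppa*, *nppb*, *myh7*, *acta1a*, *lyve1b*, *prox1a* and *flt4* whatever their values; the 8 genes with the smallest p-value in each direction among those with an adjusted p-value under 0.05, no overlap between genotypes and a mean of at least 1 CPM; and up to 3 members of each set with the smallest p-value under the same threshold. The name table lists *acta1a* and *prox1a* under *acta1* and *prox1*. One gene that meets the rule is not reported here.

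Alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, limma-voom with quality weights, a robust fit, scaling by relative log expression (RLE) or by library size alone, 2 stricter filters on low counts, a threshold of 0.01, and leaving out each library in turn. For sets they were camera with an estimated correlation, camera on ranks and fry. Camera compares the members of a set with all other genes. By contrast, fry asks only whether the members differ between genotypes, so passing it does not show a difference beyond that of other genes. Further lists stood for cell types, tissues, time of collection and handling: ribosomal proteins, cardiomyocyte, erythrocyte, leukocyte, fibroblast and epicardium, bulbus smooth muscle, atrium, skeletal muscle, liver, ovary, circadian clock and immediate early genes.

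The procedure was tested on simulated data drawn from the means, dispersions and library sizes of the 9 libraries. Of 16575 genes, 200 with a mean of at least 50 counts were changed 2-fold or 4-fold. The other members of the mRNA processing set were raised by less than 2-fold and were not counted as unchanged genes. Recovery of genes with fewer counts was not measured. Of the genes changed 4-fold, 80.0% were recovered, and of those changed 2-fold, 32.4%. Every recovered gene had the right sign, 4.35% of calls were unchanged genes, and no gene was called when none was changed. No 2 libraries of 1 genotype agreed within sampling noise: the lowest chi-square per degree of freedom over the 16 pairs was 43.4, so none looked like 1 library deposited more than once. All 9 counted as replicates on the strength of their labels, since this check cannot tell separate fish from separate preparations of 1 sample.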

Results

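RNA-seq was performed on cardiac ventricles of adult zebrafish to compare *vegfc*(hy−/−);*vegfd*(−/−) mutants, which carry mutations in the 2 genes for lymphatic growth factors, with controls that are wild type at both genes. The table held counts for 16575 genes in 5 control and 4 mutant libraries. Totals in control libraries 1 to 5 were 32958966, 23302636, 33407859, 31635237 and 32810446 counts. Totals in mutant libraries 6 to 9 were 27320575, 33496006, 29523766 and 29642661 counts. The ranges of the genotypes overlapped. Mitochondrial genes took between 17.6% and 25.5% of the counts of a library, and the 10 most abundant genes took between 25.1% and 30.7%.

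The first comparison asked whether the labels hold, from the targeted genes. Expression of *vegfd* (ENSDARG00000056624) was 2.60 ± 1.25 CPM (SD, n = 5) in control ventricles and 0.368 ± 0.214 CPM (SD, n = 4) in mutant ventricles. Every mutant library lay below every control library, with 4 to 18 counts against 34 to 154. The log2 fold change was -2.82 ± 0.51 (SE), with an adjusted p-value of 0.0195 by edgeR's quasi-likelihood test. It rose to 0.0562 without mutant replicate 6 and to 0.0611 without mutant replicate 7. Expression of *vegfc* (ENSDARG00000069640) was 2.99 ± 1.71 CPM (SD, n = 5) in controls and 3.80 ± 1.86 CPM (SD, n = 4) in mutants. That difference was smaller than the spread between libraries (log2 fold change 0.35 ± 0.46 SE, edgeR adjusted p-value 0.719). Because the *vegfc* allele is hypomorphic, the labels require no fall in its mRNA, so *vegfc* does not test them.

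The next question was whether the 2 genotypes have distinct transcriptomes. The mean correlation distance was 0.0381 between libraries of 1 genotype and 0.0569 between libraries of different genotype. The separation of 0.0188 was the largest of all splits of the libraries into 4 and 5 (exact permutation p-value 0.00794, one-sided, the smallest that this design allows). Complete-linkage clustering into 2 clusters returned the genotypes. The alternative that moved the separation most was the restriction to the 500 genes of largest variance, which gave 0.210. The first principal component held 35.4% of the variance and parted the genotypes. On the second component, which held 16.5%, control libraries 2 (57.3) and 5 (-36.3) lay apart from the rest, on opposite sides.

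**Figure D1:**
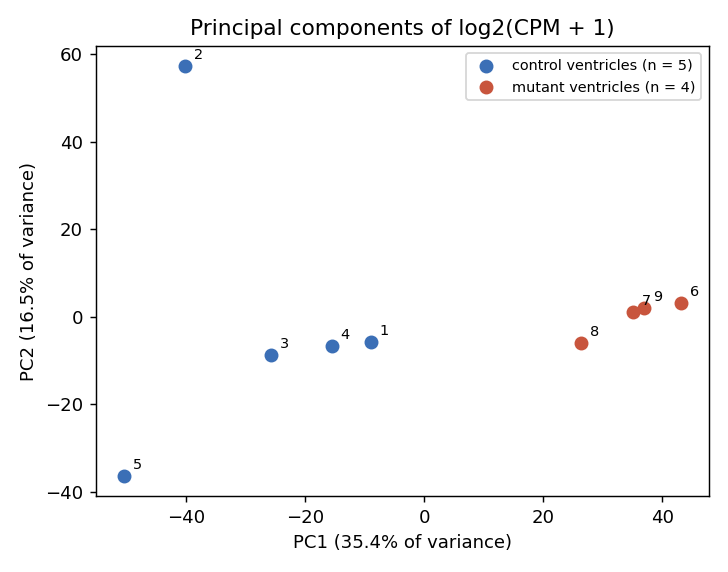
Principal components of log2(CPM + 1), with PC1 (35.4% of variance) on the x axis and PC2 (16.5%) on the y axis. Each point is a library with its replicate number, and the 4 mutant libraries lie to the right of the 5 control libraries on PC1.

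In total, 353 genes were higher and 200 genes lower in mutant ventricles at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. These 553 genes were 3.34% of those tested. At least a 2-fold change was fitted for 261 of the higher and 146 of the lower genes. No overlap between genotypes was seen for 328 of the higher and 188 of the lower genes. Of all genes, 1746 (10.5%) had no overlap, where chance gives 1.59%. The alternative that moved the counts most upwards was DESeq2, with 929 higher and 737 lower genes, and leaving out mutant replicate 7 left 136 higher and 60 lower genes.

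Among genes higher in mutants, the smallest p-value belonged to si:dkey-19a16.7 (ENSDARG00000071644), with 0 to 1 counts in controls and 368 to 871 counts in mutants. Its expression was at least 154-fold higher in mutants, at 21.1 ± 6.80 CPM (SD, n = 4), with an edgeR adjusted p-value of 6.44e-06. The others were si:dkey-9i23.6, si:dkey-23c22.9, *tnfrsf14*, *wfs1* (ENSDARG00000062341), *hexb*, si:ch211-261n11.9 and *gldc*. Their log2 fold changes ranged from 1.75 for *hexb* to 6.98 for si:dkey-23c22.9. Expression of *gldc* rose from 0.780 ± 0.382 CPM (SD, n = 5) to 28.2 ± 15.8 CPM (SD, n = 4), with an edgeR adjusted p-value of 0.000404. Of these genes, si:dkey-9i23.6 and *wfs1* lie on the chromosome of *vegfc*, and *wfs1* shares its symbol with another identifier. In the row order, si:dkey-23c22.9, *tnfrsf14* and si:ch211-261n11.9 lie within 5 rows of each other.

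Among genes lower in mutants, *necab2* (ENSDARG00000056745) fell from 13.1 ± 4.52 CPM (SD, n = 5) to 0.0833 ± 0.0771 CPM (SD, n = 4), with a log2 fold change of -7.23 ± 0.58 (SE) and an edgeR adjusted p-value of 0.000378. No count of a clone-named gene, ENSDARG00000103947, was found in any mutant library, against 54 to 79 counts in controls, so that it was at least 19.5-fold lower. ENSDARG00000087767, which has no symbol, held 0 to 1 counts in mutants and was at least 17.7-fold lower. The others were si:dkey-238k10.2, *emilin2b*, *obsl1b*, *dagla* and *mxra8* (ENSDARG00000062222), with log2 fold changes from -4.25 to -1.60. *mxra8* lies on the chromosome of *vegfd* and shares its symbol with another identifier.

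The study asked whether markers of pathological cardiac stress are raised in the mutants. None of the 5 genes for *nppa*, *nppb*, *myh7* and *acta1* passed the threshold, either over all genes or adjusted over the list alone, where the smallest adjusted p-value was 0.411. At an unadjusted p-value under 0.05 the number was 0 as well. Expression of *nppa* was 1311 ± 588 CPM (SD, n = 5) in controls and 1290 ± 290 CPM (SD, n = 4) in mutants (edgeR adjusted p-value 0.977). Expression of *nppb* was 332 ± 406 CPM (SD, n = 5) and 218 ± 212 CPM (SD, n = 4), with an edgeR adjusted p-value of 0.721. Its log2 fold change of -0.61 was 0.52 without control replicate 2, which held 1051 CPM. Expression of *myh7* was 48470 ± 5370 CPM (SD, n = 5) and 42990 ± 6220 CPM (SD, n = 4), with an edgeR adjusted p-value of 0.494. The log2 fold changes of *acta1* were -1.04 for ENSDARG00000036371, on the chromosome of *vegfc*, and -0.53 for ENSDARG00000055618. Without control replicate 2 they were -0.10 and -0.28.

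**Figure D2:**
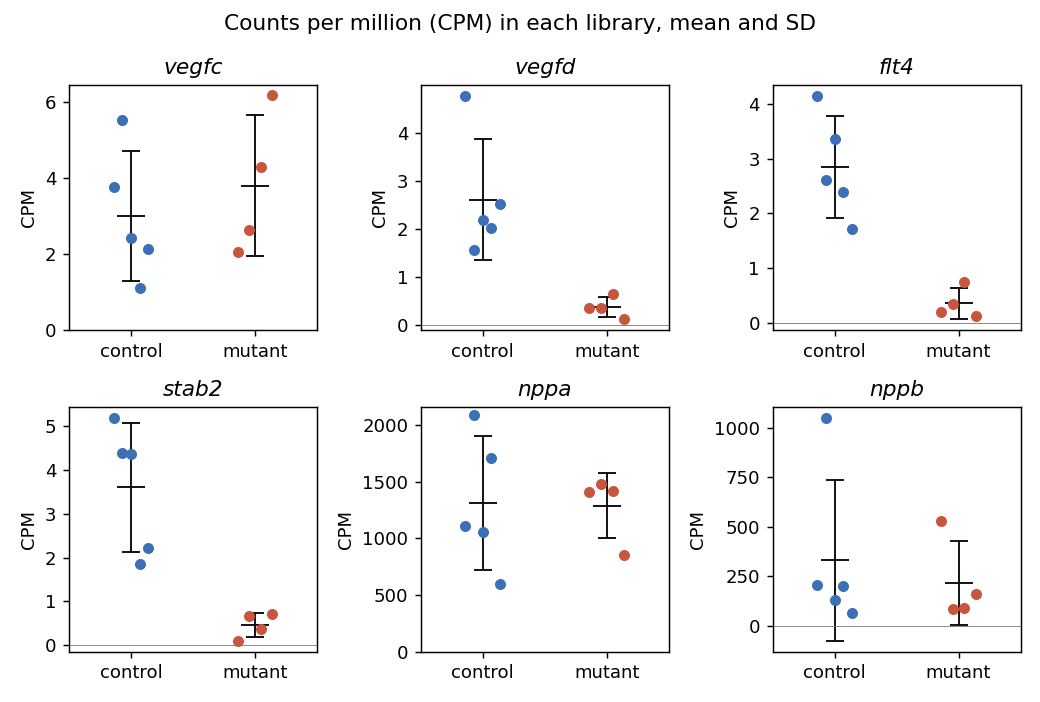
Expression in CPM (y axis) of 6 genes in each control (blue) and mutant (red) library, with the mean and SD as bars. The mutant libraries lie below all control libraries for *vegfd*, *flt4* and *stab2*, and overlap with them for *vegfc*, *nppa* and *nppb*.

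Sets of genes were then compared for the vessels and pathways that the study discusses. The median log2 fold change of the 14 lymphatic endothelial genes was -0.89, with 10 lower and 4 higher, but the set did not pass the threshold (camera adjusted p-value 0.136). Members went both ways, and not all are limited to lymphatic vessels. The study used *flt4* mRNA to mark blood vessels, which it saw in hearts of both genotypes. A change in *flt4* can thus not be assigned to lymphatic vessels alone. *flt4* fell from 2.84 ± 0.934 CPM (SD, n = 5) to 0.360 ± 0.279 CPM (SD, n = 4), with an edgeR adjusted p-value of 0.0181, and *stab2* fell from 3.60 ± 1.47 CPM (SD, n = 5) to 0.456 ± 0.279 CPM (SD, n = 4), with an edgeR adjusted p-value of 0.0200. The adjusted p-value of *flt4* rose to 0.0502 without mutant replicate 6 and to 0.0544 without mutant replicate 7, and that of *stab2* to 0.0572 without mutant replicate 8. *mrc1* rose from 1.71 ± 0.948 CPM (SD, n = 5) to 21.7 ± 8.20 CPM (SD, n = 4), with an edgeR adjusted p-value of 0.00330. *lyve1b* had a log2 fold change of -2.27 at 0 to 10 counts in mutants, which did not pass the threshold (edgeR adjusted p-value 0.176), and *prox1* differed by less than the spread between libraries (log2 fold change -0.12, edgeR adjusted p-value 0.757). The 31 blood endothelial genes had a median of -0.14, with 18 lower and 13 higher (camera adjusted p-value 0.246). *vwf* was higher in mutants (log2 fold change 1.23) and *robo4* lower (-1.58). The adjusted p-value of *vwf* was 0.0505 without mutant replicate 9.

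The 118 cell cycle genes had a median log2 fold change of 0.76, with 101 higher in mutants and a camera adjusted p-value of 2.15e-07. As single genes, 2 members were called over all genes, *orc6* (log2 fold change 2.86) and *mcm5* (1.43). The 75 sphingolipid genes had a median of 0.31, with 50 higher and a camera adjusted p-value of 8.12e-05. Of these, 9 were called higher and 1 lower, against 14 when adjusted over the list alone. The named members were *hexb*, *sts* (log2 fold change 4.58, on the chromosome of *vegfc*) and *smpd5* (3.36). The 153 phospholipid genes had a median of 0.09, with 94 higher and 59 lower, and did not pass the threshold (camera adjusted p-value 0.0698). Of these, 5 were called higher, among them *gpat3*, *etnk1* and *slc44a5*, and 9 when adjusted over the list alone.

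The 136 genes of the TCA cycle and respiration had a median of 0.09, with 96 higher and 40 lower, and did not pass the threshold (camera adjusted p-value 0.109). Single members went both ways, with *etfb* higher (log2 fold change 1.08) and *mpc2* lower (-1.33, on the chromosome of *vegfc*). The 171 mRNA processing genes had a median of -0.14, with 134 lower and a camera adjusted p-value of 0.00167. One member, *srsf6* (log2 fold change -0.73, on the chromosome of *vegfd*), was called, and 0 when adjusted over the list alone. The 113 cytokine and interferon genes had a median of -0.23, with 73 lower and a camera adjusted p-value of 0.0361. *socs1* was called lower (log2 fold change -2.53). The identifiers of *gpat3*, *mpc2* and *srsf6* each share a symbol with another gene. Of the 4 sets that passed under camera, the sphingolipid set passed under both fry and an estimated correlation (adjusted p-values 1.53e-05 and 0.00641). The mRNA processing set passed under fry alone (0.0406), and the cell cycle and cytokine sets passed under neither.

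**Figure D3:**
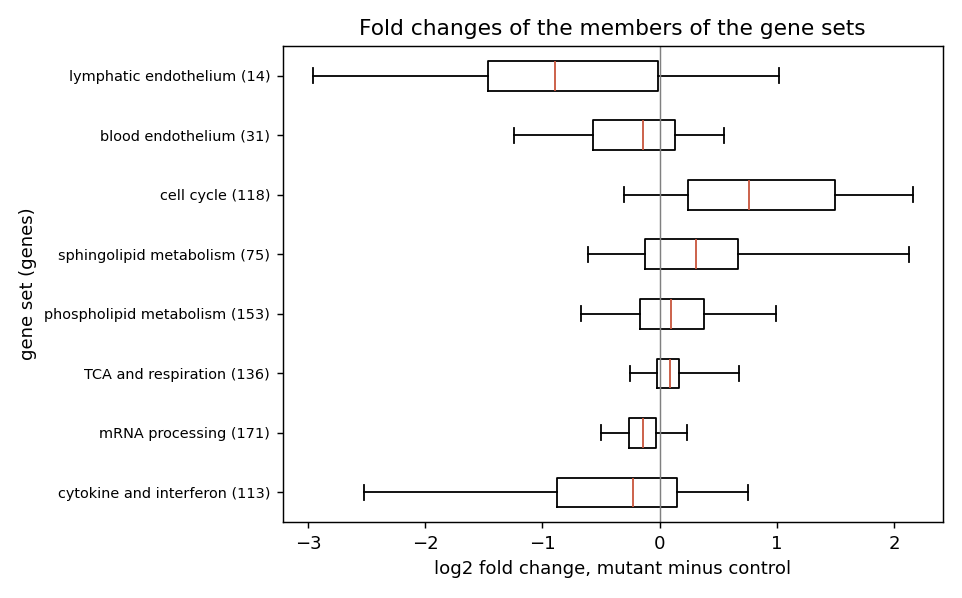
Log2 fold changes, mutant minus control (x axis), of the members of the 8 gene sets (y axis, number of genes in parentheses). Boxes span the quartiles with the median in red and whiskers the 5th to 95th percentile, and the cell cycle set has the highest median, 0.76.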

Values the study reported

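The study reported 828 genes with higher expression in mutant hearts and 616 genes with higher expression in control hearts, at a false discovery rate under 0.05.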

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

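The tests in this part were chosen after the results were seen. Of 95 groups of libraries compared for a single value far from the others, 10 held one, where chance gives about 4.8.

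Control replicate 2 stood apart in 5 of the 10. Its total of 23302636 counts was the lowest of the 9, and 684 genes had 0 counts in it, against 69 to 127 in the other controls. It had the highest values among controls for *acta1* (ENSDARG00000036371), at 1165 CPM, for *nppb*, at 1051 CPM, and for *sts*, at 0.960 CPM. Lower depth does not account for the genes without counts: thinned to the same total, the other controls had at most 162 such genes. More atrial tissue in the library stays open. Of the 6 genes of the atrium list, 1 (*nppa*) was above all other controls in control replicate 2 and 3 were below them, and a single library with genes that go both ways decides nothing. Of 2 identifiers that share the symbol *myh6*, so that their division of reads is uncertain, ENSDARG00000079564 was at 306.1 CPM, within the 247.0 to 390.8 CPM of the other controls, and ENSDARG00000090637 at 2.24 CPM, below their 52.8 to 267.8 CPM. *nr2f2* was at 19.5 CPM, within 9.62 to 19.6 CPM. These genes are named from the list after their values were seen. A lower number of starting molecules remains open and was not tested, and the design gives no biological explanation within 1 genotype.

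*nppa* was lowest among mutants in replicate 9, at 857.2 CPM. Among controls, si:dkey-238k10.2 was highest in replicate 3, at 63.6 CPM, and *emilin2b* in replicate 5, at 32.1 CPM. Both stayed above every mutant library. si:dkey-19a16.7 stood out at 0.0309 CPM in control replicate 1 and ENSDARG00000087767 at 0.0314 CPM in mutant replicate 7, each of which is 1 count where the rest of the group had 0. No explanation was tested for these 5.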

How the results depend on the processing

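The separation of the genotypes kept its direction and its side of the threshold under all 13 alternatives, from 0.0157 to 0.210. With 1 library left out, its smallest possible p-value is larger because fewer splits exist. Without mutant replicate 9 the exact permutation p-value was 0.0357, against 0.0179 without any other mutant library, each over 56 splits. Another split thus separated those libraries at least as well as the genotypes did.

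The counts of called genes depend on the test. The likelihood ratio test gave 817 higher and 540 lower genes, and these included 552 of the 553. DESeq2 gave 929 and 737, which included all 553, and no adjusted p-value for 101 genes. A threshold of 0.01 left 68 higher and 19 lower genes, by its own construction. Across the 9 fits that each left out a library, 136 to 322 genes were higher and 60 to 170 lower. Fewer libraries entered each fit, but this does not explain the range. Without control replicate 1 the counts were 322 higher and 159 lower, and without control replicate 3 they were 159 and 89. The lowest number, without mutant replicate 7, shared 32.5% of the 553. The robust fit, limma-voom, both scalings and both filters stayed within 1.5 times of both counts. The share of higher genes among calls was 62.9% with RLE scaling and 61.9% with library size alone, against 63.8%. Thinning all libraries to the shallowest total, planned as a test of library size but added to the alternatives after the data were seen, gave 334 higher and 189 lower genes.

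For *vegfd*, the log2 fold change was between -3.23 and -2.49 across the fits that each left out a library, and the threshold was missed without mutant replicate 6 or 7 alone. For *nppa*, the log2 fold change had the opposite sign under limma-voom, at 0.12, and ranged from -0.20 to 0.21 with a library left out. For *nppb*, it ranged from -1.55 to 0.52. Neither gene passed the threshold under any alternative, and the cause was not tested. *vegfc*, *myh7* and both *acta1* genes kept their direction and stayed short of the threshold under every alternative. The size of the change was not stable for *acta1* ENSDARG00000036371. Its log2 fold change was -0.10 without control replicate 2 and -1.94 without mutant replicate 6.

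For the sets, values are adjusted p-values. The lymphatic set passed under fry (0.0496). The cell cycle set did not pass with an estimated correlation (0.318) or under fry (0.0617), and ranged from 1.37e-10 to 0.000171 with a library left out. The mRNA processing set did not pass with an estimated correlation (0.318). The estimated inter-gene correlation was 0.254 for the cell cycle set and 0.0866 for the mRNA processing set, far above the preset 0.01. The cytokine set did not pass with an estimated correlation (0.425) or under fry (0.249), and ranged from 0.00242 to 0.174 with a library left out. The phospholipid set passed with a mean of at least 50 counts (0.0377), on ranks (0.0272) and under fry (0.000902), and ranged from 0.0487 to 0.148 with a library left out. The set of the TCA cycle and respiration passed on ranks (0.0190) and ranged from 0.00801 to 0.401 with a library left out. Apart from the estimated correlations, the cause was not tested. The sphingolipid set passed under all 16 alternatives and the blood endothelial set under none.

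Of the 35 other named genes, 4 lost significance in 6 of 277 recomputations under other settings and 12 in 60 of 315 with a library left out. None reversed. Those that lost it with a library left out included *flt4*, *stab2*, *vwf*, *robo4*, *mcm5*, *gpat3*, *etnk1*, *slc44a5*, *mpc2*, *srsf6* and *socs1*, with adjusted p-values of at most 0.117; *etnk1* lost it in each of the 9 fits. *lyve1b*, ENSDARG00000103947 and ENSDARG00000087767 have fewer than 50 mean counts and gave no value under that filter. In the simulation, 32.4% of genes changed 2-fold were recovered, among genes with a mean of at least 50 counts. At this depth and number of libraries, many changes of that size are thus missed. No paired analysis was possible because the genotypes share no replicate numbers.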

Other observations

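The tests for both chromosomes together, time of collection, handling, other tissue and library size, and the count over other splits, were set before the data were examined. Those for each chromosome alone, for rows near each gene, for neighbouring genes, for shifted rows, for the share of calls off both chromosomes and for the immediate early score were chosen after the results were seen.

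The number of genes higher in mutants here was 353. That is lower than the value quoted from the study above. The number of genes lower in mutants here was 200. That is lower than the value quoted from the study above. Both counts depend on the test: edgeR's likelihood ratio test gave 817 higher and 540 lower genes here, and DESeq2 gave 929 and 737.

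The difference between genotypes is not a matter of grouping by chance: 1 of the 100 splits of the 9 libraries that were drawn, the real one, gave as many genes with an adjusted p-value under 0.05, and the largest number in another split was 47. Nor is it a matter of library size. Totals overlapped, and after thinning to one total, 523 genes were called, of which 483 were among the 553. For time of collection, the clock genes differed about as often as other genes. Of 33, 7 (21.2%) had an unadjusted p-value under 0.05, against 20.9% of all genes. None of the 33 was called, which decides little in so short a list when 3.34% of all genes were called. The clock genes thus gave no sign of a difference in time, but one remains open. No list for other tissues passed the threshold as a set. The smallest camera adjusted p-value among skeletal muscle, liver, ovary, atrium and bulbus smooth muscle was 0.192 (unadjusted 0.048), for the bulbus list. In that list 7 genes were lower and 5 higher, with a median log2 fold change of -0.58, and 1 was called in each direction. Lists this short cannot exclude a different share of other tissue, and for the bulbus it stays open. The ovary list held 1 gene and decides nothing. Ribosomal protein, erythrocyte, leukocyte, and fibroblast and epicardium lists did not pass either (camera adjusted p-values 0.837, 0.837, 0.739 and 0.878). The cardiomyocyte list leaned lower in mutants without passing the threshold (camera p-value 0.0139, adjusted 0.0832). Of its 16 genes, 13 were lower, with a median log2 fold change of -0.34, and 6 passed when adjusted over the list alone, against 0 over all genes. Whether mutant libraries held a smaller share of cardiomyocyte RNA stays open. Some list genes, such as *nppa* and *acta1*, are also expressed by the ventricle.

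Called genes were more frequent on the chromosome of *vegfc*. Of 721 genes there, 55 (7.63%) were called, 31 higher and 24 lower, against 3.12% elsewhere (Fisher's exact test, adjusted p-value 6.92e-08 over 9 regions). It was the highest share of the 25 chromosomes, the next being 4.45%. Since neighbouring genes are not independent, the called rows were also shifted along the row order: 131 of 16574 shifts gave as many (p-value 0.0080). Within 50 rows of *vegfc*, 10 of 100 genes were called. The chromosome of *vegfd* showed no such excess, with 13 of 572 genes (2.27%). Both chromosomes together gave a Fisher's exact p-value of 0.000134. The excess is consistent with a haplotype that differs between the lines and is carried along with the *vegfc* allele, which would make differences in *si:dkey-9i23.6*, *sts*, *wfs1* and *mpc2* hard to assign to loss of Vegfc. Of the 542 called genes that could be given a chromosome, 473 (87.3%) lie on chromosomes with neither gene, which linkage does not reach.

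Called genes also lay near each other. Of all 553, 216 had another called gene within 5 rows, against a mean of 159.4 over 10000 permutations within expression deciles (p-value 0.00020). Farther than 200 rows from *vegfc* and *vegfd*, 186 of 512 did, against a mean of 144.1 (p-value 0.00090). In addition, 13 genes held 3 counts or fewer in all libraries of one genotype and at least 20 in all of the other, more than in any other split of the libraries into 4 and 5, where the most was 8. Named genes take part in both patterns. si:dkey-23c22.9, *tnfrsf14* and si:ch211-261n11.9 lie within 5 rows of each other. si:dkey-19a16.7 is among the 13 and lies next to another of them, si:ch211-209l18.8. Haplotypes that differ between the 2 lines would give both patterns. They would also make differences in these named genes hard to assign to loss of Vegfc and Vegfd. Other explanations remain open. Without clone-named genes and neighbours with the same name stem, 120 of 393 called genes had a neighbour, and the excess was no longer past the threshold (p-value 0.098), so reads shared between neighbouring copies may contribute. Equally many genes of largest variance within genotypes had a neighbour nearly as often, 199 of 553 (p-value 0.0026), and the shares did not differ (Fisher's exact p-value 0.320), so co-variation of neighbours in any library may contribute as well. Line and genotype cannot be separated in this design.

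Immediate early genes, a list written to detect handling of the tissue, were higher in mutants under camera (40 genes, median log2 fold change 0.72, adjusted p-value 7.54e-07), and 6 were called higher. They did not pass under fry (adjusted p-value 0.2137) or an estimated correlation (0.762). A mean score over the list was higher in mutants (exact permutation p-value 0.0397, two-sided), also without control replicate 5, whose score was the lowest (0.0286). Within genotypes, 63.1% of the other called genes followed the score in the direction of their difference, against a median of 48.6% under permuted scores, a difference that did not pass the threshold (exact permutation p-value 0.202). Handling and genotype cannot be told apart for this list, because no label gives the order of collection, and a response of the mutant heart itself stays open.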
